A study of Homo sapiens with 36 samples. Its data were reported in "Efficient activation of hundreds of LTR12C elements reveals cis-regulatory function determined by distinct epigenetic mechanisms" (2024).

How the data were processed

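The deposited table held, for each LTR copy of GRCh37/hg19 annotated by RepeatMasker, the raw read count per library, as given by the authors. Beside each count stood an RPKM value computed by the authors, reads-per-kb-per-million of mapped reads of the library. According to the sample records, total RNA was depleted of ribosomal RNA (KAPA RNA HyperPrep with RiboErase), sequenced as single 75-base reads on a NextSeq 500 and aligned with HISAT2, and uniquely mapped reads were counted with featureCounts. Strand setting and tool versions were not stated. Counts were the input of every test, and RPKM served only to obtain the mapped-read total of each library from count, length and RPKM. Levels in RPM divide counts by that total. All columns of values were assigned to the 36 libraries from the labels (0 left over), in 12 groups of 3 labelled as biological replicates. Cells treated with 5-aza-CdR received 300 nM for 24 h and were harvested on day 5. Transfections used 500 ng of plasmid and ended on day 3. Raw reads were not used here.

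Each of 6 contrasts was fitted on its own 6 libraries with edgeR quasi-likelihood F tests (edgeR 4.0.16, limma 3.58.1, R 4.3.3) after filterByExpr with a minimum count of 10 and TMM scaling. A copy was called risen or fallen at Benjamini-Hochberg adjusted p under 0.05 and more than 2-fold change. Family totals summed all copies of a repeat name and were called at adjusted p under 0.05 without a fold threshold. The study used a signed-rank test, which cannot reach 0.05 with 3 pairs, so the count model took its place. Standard errors are the absolute log2FC over the square root of F. The 4 interactions fitted 12 libraries and tested the difference between 2 effects. Enrichment of a repeat name among risen copies used the Fisher exact test with adjustment over names with at least 10 tested copies. LTR12C shares of risen copies carry exact binomial 95% intervals, and shares by guide mismatch carry Wilson 95% intervals. Both kinds of interval treat copies as independent and hold no spread between libraries. Folds against controls without reads are lower bounds from a floor of 3 reads over the control group, and ratios with 1 to 3 control reads carry counting intervals.

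The 10 lists of related families (ERV9/LTR12, HERV-H/LTR7, HERV-K, MER41, HERV-E/LTR2, HERV-W/LTR17, HERV-L/MLT2, THE1/MST, MLT1 and LTR10) were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, where at least 5 copies were tested. Their name patterns were corrected to the names in the table before any test. Named items followed a written rule. Per contrast it took all names of the LTR12 lineage and 12 other families with the lowest p whose target libraries all lay beyond all controls. It also took the 6 LTR12C copies, 4 other risen copies and 3 fallen copies with the lowest p, and 4 copies in each direction per interaction. The rule read counts-per-million on TMM-scaled library sizes, and basal levels used counts-per-million of table reads. Genes came from GENCODE v44lift37 with the nearest gene for copies outside genes.

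Guide sites of 20 bases next to an NGG motif were searched on both strands of the reference, with up to 4 mismatches in LTR copies and 1 elsewhere, and each LTR12C copy took its best site. Overlaps were compared with the number expected from copies tested in both contrasts. Basal levels used log2 of counts-per-million plus 0.1 with 100000 permutations. Proximity was counted within 10 and 50 kb of a risen LTR12C with Fisher exact tests. Downstream followed the strand of the LTR12C copy, which was inferred from its best guide site. Copies without a site of up to 4 mismatches were left without an orientation. LTR12C shares of reads were compared by exact permutation of 3 against 3 libraries.

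Alternatives tried were RLE scaling, mapped-read totals, DESeq2 1.42.0, no count filter, a minimum count of 30, the thresholds of the study, no fold threshold, all 36 libraries in 1 fit, a replicate block and leaving out each library. Family totals were refitted without risen copies within 50 kb of a risen LTR12C. Overlaps were recounted with unadjusted p and without a filter, basal levels with own controls and pseudocounts of 1 and 0.01, and proximity at 5 and 100 kb. Non-target VP64 libraries as p300 controls, and basal levels over all LTR12C copies, tested or not, were added after the data were seen. Groups of 3 libraries are too small for an outlier test, and none was left out.

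The pipeline was tested on simulated data with 200 changed copies and 40 changed families per contrast. At 2.5-fold it recovered 74.1 to 94.9% of changed copies that passed the count filter, at 5-fold 97.9 to 100% and at 1.5-fold at most 11.8%. False calls were 0.0868 to 0.382% of unchanged copies and at most 2.32% of unchanged families. The simulated changes reached 20-fold at most. These rates do not cover the VP64 contrasts, where 21.2 to 41.8% of tested copies rose and many of them had no control read. Other steps ran in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, with version 1.17.8 of data.table in R. Library totals ranged from 64519 to 523424 table reads, and values are given to 3 significant digits or 2 decimals on the log2 scale.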

Results

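RNA-seq read counts over annotated long terminal repeat (LTR) copies were analysed for 36 libraries from 4 human cell lines, in 12 groups of 3 biological replicates. HEK293T embryonic kidney cells received the DNA methyltransferase inhibitor 5-aza-CdR or PBS. Separate HEK293T cultures received dCas9-SunTag with VP64, a viral-derived transactivator, or with the p300 histone acetyltransferase core, each with an LTR12C guide RNA or a non-target guide. HCT116 colorectal, A2780 ovarian and MCF7 breast cancer cells received the VP64 form with either guide, and GFP-positive cells were sorted in these 3 lines but not in HEK293T. Mapped reads per library ranged from 22023736 to 75101927, of which 0.233 to 2.14% fell on the table (64519 to 523424 reads). The table held 603469 copies under 375 repeat names, 2600 of them LTR12C, an LTR of ERV9. According to the paper, most but not all LTR12C copies are solitary. At least 1 read was found on 210965 copies, including 2444 of LTR12C. Levels below are reads-per-million of mapped reads (RPM), mean ± SD with n = 3 libraries per group, and log2 fold changes (log2FC) carry a standard error. Copies of 1 family are not independent observations, because neighbouring and near-identical copies share reads and transcripts. The strand setting of the counts was not stated, so reads from overlapping genes, antisense transcripts and near-identical copies remain uncertain in every value. Family lists, thresholds and the rule for naming copies were fixed before the data were examined. The name patterns of the lists were later corrected to the names in the table, before any test.

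A first question was how much of the LTR signal LTR12C made up in each group. LTR12C took 1.55 ± 0.0706% of LTR reads with PBS and 4.44 ± 0.137% with 5-aza-CdR (n = 3 each). In HEK293T it went from 1.31 ± 0.0261% to 24.1 ± 0.498% with VP64 and from 2.5 ± 0.0239% to 5.49 ± 0.101% with p300. The VP64 form took LTR12C from 3.01 ± 0.156% to 53.7 ± 1.61% in HCT116, from 3.18 ± 0.0672% to 61.2 ± 0.381% in A2780 and from 2.04 ± 0.0240% to 57.8 ± 0.199% in MCF7. In RPM the target over control ratio of LTR12C was 3.52 for 5-aza-CdR, 30.8 for VP64 and 2.30 for p300 in HEK293T, and 63.1 in HCT116, 89.9 in A2780 and 163 in MCF7. Reads on all other LTRs changed by ratios of 1.2, 1.29, 1.02, 1.69, 1.87 and 2.48 in the same order. An exact permutation test of 3 against 3 libraries gave p = 0.1 for LTR12C in each contrast, and such a test cannot go below 0.1.

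**Figure D1:**
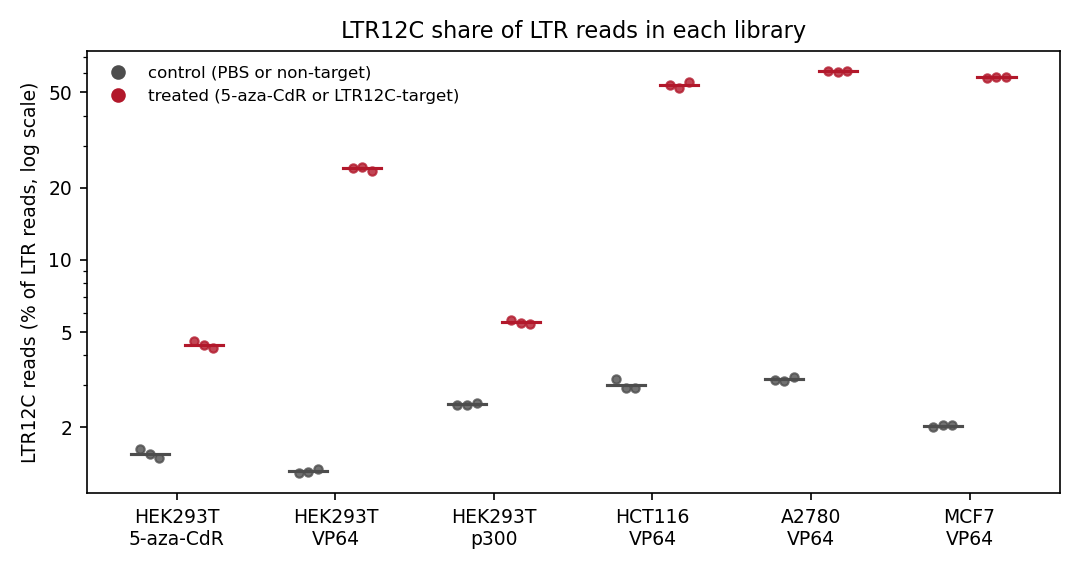
LTR12C reads as percent of all LTR reads (log scale) in each library, by contrast; each point is 1 library and each line a group mean (n = 3). With the LTR12C guide the VP64 form took the mean from 1.31 to 24.1% in HEK293T and from 2.04 to 57.8% in MCF7.

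DNA methylation silences many endogenous retroviral promoters, and the next comparison asked which LTRs respond to its inhibition in HEK293T. LTR12C went from 51.4 ± 4.13 to 181 ± 13.4 RPM (log2FC 1.54 ± 0.03, adjusted p = 3.25e-14), LTR12 from 4.39 ± 0.415 to 20.6 ± 2.34 (1.95 ± 0.07, adjusted p = 2.4e-11) and LTR12D from 4.04 ± 0.141 to 13.5 ± 1.57 (1.46 ± 0.08). LTR12_ rose by 0.98 ± 0.08 and LTR12E by 0.65 ± 0.13 log2 units. LTR12F fell from 8.79 ± 0.421 to 8.48 ± 0.842 RPM (-0.33 ± 0.07), a change of -0.05 with mapped-read totals, and LTR12B stood at 2.42 ± 0.35 and 2.63 ± 0.216 (adjusted p = 0.272). Outside the lineage, LTR48B (37.1 ± 2.02 to 66.1 ± 2.44 RPM), LTR1 (7.47 ± 0.522 to 16.8 ± 0.927), THE1C (33.3 ± 1.86 to 50.3 ± 3.47), MER4E (5.98 ± 0.206 to 15.2 ± 0.527) and MER9a1 (1 ± 0.109 to 3.81 ± 0.428) rose. The rise of MER4E lay in risen copies within 50 kb of a risen LTR12C, and its log2FC of 1.06 ± 0.07 became 0.10 without them (adjusted p = 0.391). MER9a1 went from 1.62 to 0.55 without such copies (adjusted p = 0.0134). LTR2C went down from 15 ± 1.55 to 9.57 ± 0.569 RPM (-0.92 ± 0.06), LTR7C from 9.42 ± 0.403 to 6.85 ± 0.417 (-0.74 ± 0.07), and MER61E (-0.80), MER74B (-0.62), MER9a3 (-0.56 ± 0.06), MER49 (-0.54) and MER65C (-0.52) followed. With mapped-read totals these 7 families kept their direction, LTR2C at -0.64 and MER65C at -0.25. Of 362 families tested, 52 rose and 59 fell with TMM scaling, against 203 and 15 with mapped-read totals, where the median family log2FC was 0.28.

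At the level of single copies, 241 of 2466 tested copies rose and 117 fell with 5-aza-CdR (adjusted p under 0.05 and more than 2-fold). LTR12C supplied 90 of the risen copies out of 126 tested (91 when adjusted over LTR12C alone), and 2 LTR12C copies fell. These 90 made up 37.3% of risen copies (95% interval 31.2 to 43.8; odds ratio 36.2, adjusted p = 7.94e-67), with a median log2FC of 3.67. The 2 neighbouring LTR12 copies in an intron of GMPR, a guanosine monophosphate reductase gene, had the largest named folds, 86.9-fold at chromosome 6 16265692–16266365 (0.0569 ± 0.0165 to 5.05 ± 0.477 RPM) and 88.8-fold at 16266364–16266751 (log2FC 6.01 to 7.26 without 1 library). The LTR12C copy at chromosome 11 67386324–67387896, 6299 bp from NDUFV1, went from 0.125 ± 0.0866 to 3.61 ± 0.152 RPM (31.8-fold), and the one at 67393866–67394513, 896 bp from NUDT8, rose 53.6-fold. An LTR12C copy in an exon of the lncRNA ENSG00000287064 rose from 0.199 ± 0.0466 to 4.95 ± 0.429 RPM (23.5-fold). On the X chromosome the copy at 81992472–81994216 rose 18.4-fold to 3.8 ± 0.56 RPM, with 2 MER4E copies beside it at 14.4-fold and 10.9-fold, and 2 copies near PGRMC1 rose 16.3-fold and 13.8-fold. Among copies that fell were MER9a3 in an exon of FBXO17 (6.23 ± 0.448 to 2.60 ± 0.178 RPM), MER66B in an intron of MORN1 (1.59 ± 0.163 to 0.535 ± 0.0801) and MER21A in an exon of SMDT1 (2.11 ± 0.215 to 0.908 ± 0.329; call lost without 5-aza-CdR replicate 3). DESeq2 called 60 copies fallen in place of 117. A fit of all 36 libraries together called 673 risen.

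Lists of related families were then tested as groups against all other tested copies. In the ERV9/LTR12 list 101 of 156 copies rose with 5-aza-CdR and 3 fell (102 risen over the list alone; camera adjusted p = 3.21e-56, adjusted p = 0.0166 with an estimated correlation). HERV-H/LTR7 shifted down, with a median log2FC of -0.59 over 19 copies (camera adjusted p = 0.00561), 1 risen copy and 3 fallen ones, but the call was lost with an estimated correlation (adjusted p = 0.0951). Remaining lists had no camera call: HERV-K (8 of 147 risen, 3 fallen), MER41 (4 of 38, 1), HERV-E/LTR2 (1 of 20 fallen), HERV-L/MLT2 (3 of 70, 3; 2 risen over the list alone), THE1/MST (13 of 224, 10), MLT1 (50 of 721, 48) and LTR10 (2 of 22 risen). HERV-W/LTR17 had fewer than 5 tested copies and was not tested here.

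VP64 activation in HEK293T tested which LTRs a single LTR12C guide raises. LTR12C rose from 57.9 ± 1.05 to 1785 ± 39.1 RPM (log2FC 4.69 ± 0.02, adjusted p = 6.47e-38). In the lineage, LTR12E rose from 1.88 ± 0.175 to 8.74 ± 0.451 RPM (1.96 ± 0.10, adjusted p = 1.11e-14), LTR12D from 5.16 ± 0.125 to 12.6 ± 0.896 (1.04 ± 0.07, or 0.42 without copies near risen LTR12C) and LTR12B from 2.87 ± 0.1 to 6.40 ± 0.689 (0.90 ± 0.10, or 0.05). LTR12_ rose from 5.39 ± 0.198 to 8.68 ± 0.0223 RPM. LTR12 stood at 7.23 ± 0.668 and 8.11 ± 0.485 RPM (adjusted p = 0.422), and LTR12F at -0.22 ± 0.07 (adjusted p = 0.0143), which turned to 0.03 with mapped-read totals. Large family totals outside the lineage were carried by copies close to risen LTR12C. MER4E rose from 8.12 ± 0.369 to 197 ± 1.95 RPM (4.34 ± 0.03), MER4A1 from 16.6 ± 0.274 to 55.9 ± 0.287, LTR17 from 8.51 ± 0.503 to 21.2 ± 0.333 and LTR8A from 28 ± 1.45 to 56.2 ± 0.972. Without risen copies within 50 kb of a risen LTR12C their log2FC became 0.27, 0.05, 0.01 and -0.01. The copies taken out were picked for their rise, which by itself lowers the remainder. LTR76 (2.69 to -0.14) and MER41D (2.54 to -0.03) passed no test without them, and LTR60 (2.78 to 0.54), LTR45 (2.31 to 0.22) and MER61C (1.12 to 0.17) shrank. MER67C (0.68 ± 0.05), MLT2B4 (0.46 ± 0.04) and THE1B (0.26 ± 0.02) rose by less than 2-fold. LTR12E did not depend on such neighbours (2.03 without them). Of 366 families 77 rose and 57 fell with TMM scaling. Mapped-read totals gave 206 risen and kept none of the falls, with a median family log2FC of 0.24, and DESeq2 called 27 fallen.

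Single copies rose far more often than they fell with VP64 in HEK293T, at 800 risen and 20 fallen of 3771 tested. LTR12C accounted for 450 of the risen copies out of 486 tested (450 over LTR12C alone), or 56.3% (95% interval 52.7 to 59.7; odds ratio 105, adjusted p = 1.93e-306). The median log2FC of risen LTR12C was 7.06, or 5.44 with ratios held at their bound, since 165 of these copies had no control read. The count filter also read the target libraries, so copies without control reads were tested only because they rose. The tested set, the share of tested copies that rose and the odds ratio thus depend partly on the outcome, here and in the cancer lines. The copy at X 102361211–102362843, 13140 bp from NXF3 and carrying a perfect guide site, rose 1022-fold from 0.0715 ± 0.0132 to 79.6 ± 2.57 RPM. Others were X 81992472–81994216 (0.608 ± 0.0739 to 106 ± 2.79 RPM, 166-fold), chromosome 11 42902751–42904470 (522-fold; log2FC 8.73 to 9.77 without 1 library), a copy in an intron of ETV7, an ETS-family transcription factor gene (0.124 ± 0.0496 to 50.9 ± 1.57 RPM, 381-fold) and 2 copies near PGRMC1 (493-fold and 316-fold; log2FC 8.42 to 9.58 and 7.86 to 9.18 without 1 library). The 2 MER4E copies beside X 81992472 reached 111 ± 6.48 and 75.2 ± 4.87 RPM (179-fold and 191-fold), and the LTR76 copy in THEM4, 1 bp from a risen LTR12C, 20.3 ± 0.589 RPM (71.9-fold). An LTR8A copy in an exon of the lncRNA ENSG00000287538, 23368 bp from a risen LTR12C, had 1 control read against 2184 target reads, a ratio of 2167 (counting interval 389 to 8.56e+04). Among the few fallen copies were MLT1E in KIZ (2.77-fold lower) and LTR79 in RNF34 (2.61-fold lower, a call lost in DESeq2 and without non-target replicate 3). MLT1G in FBXO3 (log2FC -1) lost its call under DESeq2, RLE, mapped-read totals, a replicate block and 4 of the fits without 1 library (to -0.80). DESeq2 called 1 copy fallen. Leaving out 1 library gave 688 to 1078 risen and 20 to 38 fallen copies. Risen counts also moved with the count filter and with all libraries in 1 fit, as given further below.

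Of the lists, ERV9/LTR12 rose as a group with VP64, at 460 of 528 copies (460 over the list alone) and 1 fallen (camera adjusted p = 1.29e-87, adjusted p = 0.00575 with an estimated correlation). HERV-K had 7 risen copies of 175 and MLT1 had 110 of 1042, with 11 fallen. Camera placed both below other copies (adjusted p = 0.0102 and 0.00115, or adjusted p = 0.0282 and 0.00421 with an estimated correlation). Medians of -0.01 for HERV-K and -0.03 for MLT1 stood against means of 0.30 and 0.65, and fry, which compares with no change, gave Up for both (adjusted p = 0.00262 and 3.94e-06). No camera call was made for HERV-H/LTR7 (2 of 23 risen), MER41 (6 of 44), HERV-E/LTR2 (3 of 27), HERV-W/LTR17 (3 of 9), HERV-L/MLT2 (14 of 97), THE1/MST (59 of 393) or LTR10 (1 of 25).

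**Figure D2:**
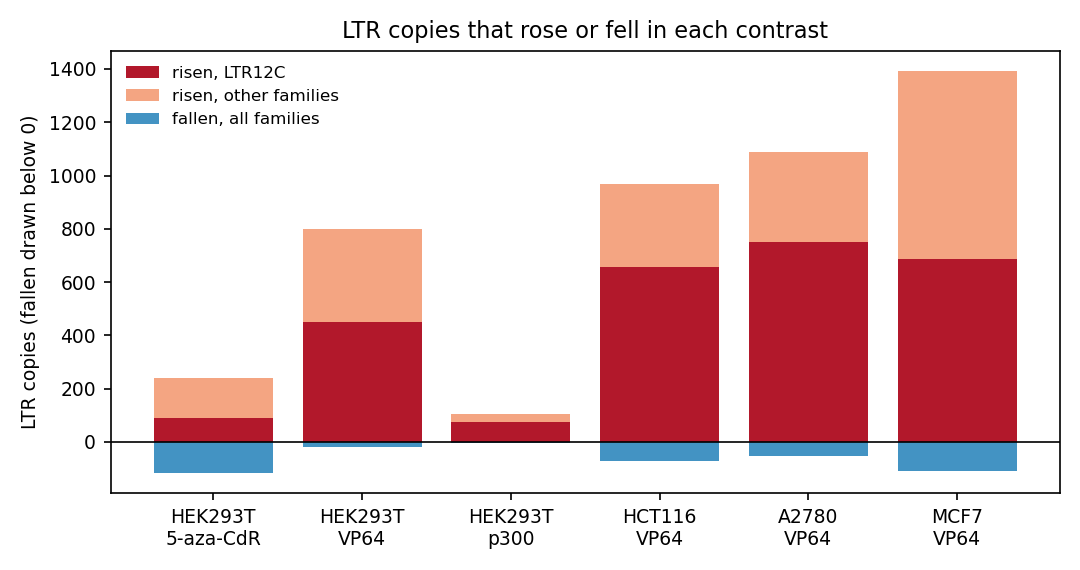
Number of LTR copies that rose (above 0) or fell (below 0) in each contrast at adjusted p under 0.05 and more than 2-fold, with risen LTR12C apart from other families; each bar is 1 contrast. LTR12C made up 450 of 800 risen copies with VP64 in HEK293T and 74 of 104 with p300.

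The p300 form tested whether an acetyltransferase raises the same copies in HEK293T. LTR12C rose from 115 ± 1.07 to 264 ± 2.24 RPM (log2FC 1.19 ± 0.02, adjusted p = 4e-66) and LTR12D from 28.2 ± 0.298 to 71.2 ± 0.521 (1.32 ± 0.03, adjusted p = 7.37e-56). LTR12 (19 ± 0.682 and 20.9 ± 0.63 RPM), LTR12_ (7.83 ± 0.43 and 8.70 ± 0.197), LTR12E (2.60 ± 0.025 and 2.83 ± 0.0987), LTR12B (3.89 ± 0.168 and 3.52 ± 0.0586) and LTR12F (8.03 ± 0.504 and 7.38 ± 0.541) passed no test (adjusted p from 0.183 to 0.802). Against non-target VP64 libraries LTR12 (1.49), LTR12_ (0.65) and LTR12E (0.55) were called risen. LTR54 rose from 14.1 ± 0.678 to 26.7 ± 0.343 RPM (0.91 ± 0.05), but stood at 0.04 without copies near a risen LTR12C. MER9a1 (4.42 ± 0.218 to 7.60 ± 0.578 RPM) and LTR44 (1.25 ± 0.303 to 2.36 ± 0.0951) rose with or without such copies. MER41D (0.81 ± 0.10, or 0.26 without copies near), MER4E (0.42 ± 0.06, or -0.07) and LTR48B (0.17 ± 0.03) completed the 8 risen families of 365. Fallen families numbered 0 in edgeR, where 18 had an unadjusted p under 0.05, and 0 in DESeq2.

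With p300, 104 of 2260 copies rose and 3 fell, and 74 of the risen copies were LTR12C out of 129 tested (75 over LTR12C alone). Their share was 71.2% (95% interval 61.5 to 79.6; odds ratio 94.2, adjusted p = 2.7e-76) and their median log2FC 2.40. In the ERV9/LTR12 list 80 of 166 copies rose (81 over the list alone; camera adjusted p = 3.17e-58, adjusted p = 0.000182 with an estimated correlation). HERV-K (3 of 141 risen), MER41 (1 of 29, 1 fallen), HERV-W/LTR17 (2 of 6), THE1/MST (3 of 230; 1 over the list alone) and MLT1 (8 of 649; 7 over the list alone) had no camera call. HERV-H/LTR7, HERV-E/LTR2, HERV-L/MLT2 and LTR10 had none either (camera adjusted p = 0.681, 0.605, 0.414 and 0.666). The copy at X 117415604–117417232, in an intron of the pseudogene ENSG00000270619, rose 15.2-fold from 0.299 ± 0.0297 to 4.68 ± 0.557 RPM, and X 117412219–117412542 rose 13.9-fold. A copy in an intron of TNN, which encodes the matrix protein tenascin N, went from 0.745 ± 0.117 to 5.47 ± 0.186 RPM (7.15-fold), the 2 copies near PGRMC1 rose 5.41-fold and 5.61-fold, and a copy 5110 bp from JPH4 rose 3.98-fold. LTR12D copies in RAB11B-AS1 (8.79 ± 0.414 to 26.2 ± 0.577 RPM) and DHRS2 (5.98 ± 0.566 to 18.4 ± 0.826) rose 2.91-fold and 3.01-fold. LTR54 in RAB11B-AS1 rose 3.39-fold and the LTR8A copy in ENSG00000287538 13.8-fold. Lower were MER87B in LINC01515 (2.71-fold), MER41B in ENSG00000268750 (2.27-fold) and LTR81A in GNGT1 (2.24-fold), and none of these passed in DESeq2, in a fit of all libraries or with a replicate block.

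The non-target p300 group already carried more LTR12-lineage reads than the other HEK293T controls. LTR12C stood at 51.4 RPM with PBS, 57.9 with non-target VP64 and 115 with non-target p300. LTR12D stood at 4.04, 5.16 and 28.2 RPM and LTR12 at 4.39, 7.23 and 19 RPM in the same groups. Tested directly, non-target p300 against non-target VP64 gave 76 risen copies, 29 of them LTR12C, and 28 fallen, with a LTR12C log2FC of 0.95 ± 0.02 (adjusted p = 3.29e-53). Taking non-target VP64 libraries as controls for the p300 target group gave 157 risen and 33 fallen copies in place of 104 and 3. The LTR12C log2FC was then 2.15 ± 0.02 in place of 1.19 ± 0.02, LTR12C supplied 90 risen copies, including all 74, and 29 families rose and 19 fell.

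**Figure D3:**
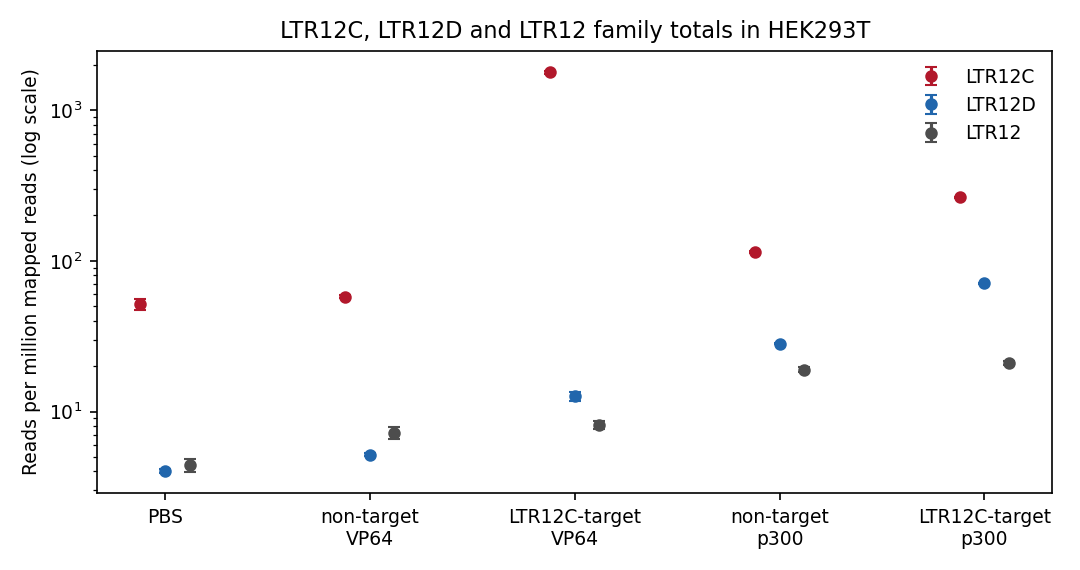
Reads-per-million of mapped reads (log scale) on LTR12C, LTR12D and LTR12 in 5 HEK293T groups; points are means with SD bars (n = 3). LTR12D averaged 5.16 with non-target VP64, 28.2 with non-target p300 and 71.2 with LTR12C-target p300.

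To ask where the 2 activators differ, their effects were compared in 1 model. The VP64 effect was larger on 324 of 3622 copies and smaller on 14, and on LTR12C it was larger on 223 of 413. For the LTR12C family the log2 difference was 3.49 ± 0.03 (adjusted p = 2.15e-122). The ETV7 intron copy of LTR12C showed the pattern, at 0.124 and 50.9 RPM with VP64 against 1.33 ± 0.0717 and 5.26 ± 0.335 with p300 (log2 difference 6.59 ± 0.27). Copies near PGRMC1 differed by 6.42 ± 0.29 and 5.83 ± 0.27, and LTR76 in THEM4 by 5.76 ± 0.25, where p300 had 1.60 ± 0.154 and 2.12 ± 0.219 RPM. Smaller VP64 effects had low levels throughout: MLT1E in KIZ (-2.25 ± 0.58), MER50 in FAM193A (-1.79), MLT1D in LRP1B (-1.77) and MLT1J2 in RPL15 (-1.66). The raised non-target p300 level given above enters these differences. Target VP64 set directly against target p300 gave an LTR12C log2FC of 2.53 ± 0.03, with 416 LTR12C copies higher and 22 lower of 497. DESeq2 called 2 copies with a smaller VP64 effect.

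A further question was whether the 3 HEK293T treatments raised the same LTR12C copies. VP64 raised 67 of the 74 copies raised by p300 (90.5%), where 52.8 were expected among 113 tested in both (Fisher exact test, p = 3.62e-12). Of the 90 copies raised by 5-aza-CdR, VP64 raised 74 (82.2%; 60.3 expected, Fisher exact test, p = 1.72e-12). Both p300 and 5-aza-CdR raised 38 copies (25.5 expected, Fisher exact test, p = 3.49e-09). A copy with few control reads was tested in both contrasts only if it rose in both, which by itself links the calls. These Fisher tests thus cannot show how far the treatments share targets. Among copies tested in both contrasts, VP64 raised 67 of the 67 raised by p300 and 74 of the 75 raised by 5-aza-CdR. Most remaining copies raised by p300 or 5-aza-CdR had too few reads to be tested with VP64. Starting levels were then compared over all 2600 LTR12C copies. A read with PBS was found on 63.3% of copies raised by VP64 against 28.9% of the others, and on 87.8% of those raised by p300 against 33.3%. For 5-aza-CdR, read in non-target VP64 libraries, the shares were 93.3 and 32.1%. Medians of counts-per-million of table reads were 2.31 for VP64, 8.61 for p300 and 10 for 5-aza-CdR, against 0 for the others each time (permutation p = 1e-05, the smallest that 100000 resamples can give). Among tested copies alone the risen LTR12C had the lower medians (2.31 against 80.3 for VP64, 8.61 against 90.7 for p300, 10 against 92.5 for 5-aza-CdR), but a copy with few control reads entered that set only by rising. LTR12C copies without uniquely mapped reads were counted among the others in the wider set. Only 36 (VP64), 55 (p300) and 36 (5-aza-CdR) of those others had been tested. A call needs uniquely mapped reads, so a higher start of risen copies was partly built in. The permutation also treated copies as independent. The wider comparison therefore cannot show that a higher start favoured a rise.

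HCT116 cells tested VP64 activation in a colorectal cancer line. LTR12C rose from 71.5 ± 4.47 to 4512 ± 197 RPM (log2FC 5.46 ± 0.07, adjusted p = 6.94e-29) and LTR12E from 1.42 ± 0.149 to 21.4 ± 0.575 (3.38 ± 0.09, adjusted p = 4.47e-21). LTR12D stood at 8.59 ± 0.474 and 13.8 ± 0.747 RPM (adjusted p = 0.0667), a call gained with mapped-read totals (0.68) and without target replicate 2 (0.21). LTR12 had -0.46 ± 0.08, which turned to 0.06 with mapped-read totals, and LTR12_ (-0.07, or 0.44 with mapped-read totals), LTR12B (0.10, or 0.62) and LTR12F (-0.23, or -0.60 with a call without target replicate 3) passed no test with TMM scaling of all libraries. Named families outside the lineage drew on copies near risen LTR12C. MER4E (2.01 ± 0.239 to 45.1 ± 2.79 RPM), LTR8A (29.1 ± 0.746 to 162 ± 2.98), LTR76 (3.10 ± 0.297 to 31.1 ± 1.68), MER4E1 (7 ± 0.679 to 42.2 ± 1.88), LTR7 (18.4 ± 0.847 to 66.7 ± 1.92), LTR60 (0.224 ± 0.0497 to 7.87 ± 0.569), LTR17 (4.59 ± 0.366 to 18.5 ± 0.695) and MER21A (13 ± 0.568 to 38 ± 2.56) rose. Their log2FC ran from 1.02 to 4.57, and without those copies from -0.57 for LTR7 to -0.02 for MER4E, where only LTR7, LTR8A and MER21A passed a test. MER11C (6.25 ± 0.531 to 54.8 ± 3.03 RPM; 2.62 to 0.07), MLT1J1 (1.07 to 0.13), LTR16A (1.13 to 0.35) and MER41D (2.03 to 0.05) shrank. Of 356 families 91 rose and 69 fell, against 224 and 1 with mapped-read totals, where the median family log2FC was 0.49.

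Of 2434 copies tested in HCT116, 967 rose and 71 fell. LTR12C supplied 656 of 672 tested (656 over LTR12C alone), 67.8% of risen copies (95% interval 64.8 to 70.8) (odds ratio 191). Their median log2FC was 7.25, or 5.94 at the bound, with 204 lacking a control read. The TNN intron copy at chromosome 1 175070212–175072001 rose 162-fold from 0.602 ± 0.13 to 111 ± 1.59 RPM. Further LTR12C copies lay 7977 bp from NPBWR1 (0.265 ± 0.0648 to 81.9 ± 3.87 RPM, 280-fold), 8432 bp from TASOR (191-fold), near PGRMC1 at X 118341337–118342996 (389-fold) and at chromosome 5 101297046–101298717 (0.167 ± 0.0118 to 92.9 ± 10.1 RPM, 494-fold). A MYRIP intron copy with 2 control reads reached 65.1 ± 6.5 RPM, a ratio of 3155 (counting interval 873 to 2.61e+04). LTR8A in ENSG00000287538 rose 833-fold to 80.1 ± 1.67 RPM, LTR8A in ENSG00000227803 804-fold, LTR7 at chromosome 13 32181471–32181843 944-fold and MER11C at chromosome 10 67173874–67174840, 13410 bp from a risen LTR12C, 927-fold. The last 3 had 4 or 5 control reads, and without 1 library their log2FC ran from 9.42 to 10.26, 9.27 to 10.37 and 9.33 to 13.48. MLT1C in MFSD12 (1.38 ± 0.0482 to 0.657 ± 0.0416 RPM), MLT1B near LYN (4.99-fold lower) and MLT1F in CCDC15-DT (4.26-fold lower) fell. DESeq2 called 9 fallen, and fits without 1 library called 45 to 74. Fallen counts also moved with mapped-read totals and with all libraries in 1 fit, as given further below.

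In the HCT116 lists ERV9/LTR12 rose, at 670 of 712 copies (camera adjusted p = 2.14e-83, adjusted p = 0.0347 with an estimated correlation). HERV-H/LTR7 (4 of 33 risen), HERV-K (6 of 88), THE1/MST (38 of 178) and MLT1 (114 of 605) were placed below other copies (camera adjusted p = 0.000827, 4.33e-05, 0.00374 and 6.57e-07). With an estimated correlation these gave adjusted p = 0.0347, 0.0248, 0.0248 and 0.0248. HERV-E/LTR2 (1 of 17; camera adjusted p = 0.0137) and HERV-L/MLT2 (9 of 48; 0.0162) lost their call there (adjusted p = 0.148 and 0.0626 with an estimated correlation). MER41 (7 of 28), HERV-W/LTR17 (3 of 6) and LTR10 (1 of 12) had no call. Camera ranks a list against the other copies, many of them risen LTR12C. Lists placed lower had medians below 0, from -0.51 for HERV-H/LTR7 to -0.01 for HERV-L/MLT2, and, except HERV-E/LTR2 (-0.04), means above 0, such as 1.15 for MLT1, and fry gave Up for 9 lists in HCT116.

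A2780 cells tested the same guide in an ovarian cancer line. LTR12C rose from 87.9 ± 1.62 to 7904 ± 105 RPM (log2FC 6.01 ± 0.02), LTR12E from 1.76 ± 0.326 to 43.3 ± 2.3 (4.15 ± 0.09, adjusted p = 1.93e-265) and LTR12D from 9.91 ± 1.26 to 24.8 ± 1.33 (0.84 ± 0.07, or 0.41 without copies near risen LTR12C). LTR12_ rose from 3.58 ± 0.75 to 8.30 ± 0.805 RPM (0.75 ± 0.12), LTR12B (0.10) passed no test but gained a call with mapped-read totals (0.58), and LTR12 stood at 3.32 ± 0.858 and 4.66 ± 0.0578 (adjusted p = 0.983), or 0.47 with mapped-read totals. LTR12F had -0.35 (adjusted p = 0.0217), which turned to 0.12 with mapped-read totals. LTR8A rose from 13.9 ± 2.14 to 302 ± 4.7 RPM (3.96, or 0.31 without copies near risen LTR12C), MLT1A1 from 28.5 ± 1.46 to 135 ± 4.25 (1.77, or 0.12) and MLT1H from 22.4 ± 0.92 to 112 ± 2.52 (1.85, or 0.14). MER4E (3.13, or 0.24), LTR7 (2.19, or 0.12), LOR1b (2.43, or 0.09), LTR44 (4.69, or 0.20) and MER67C (1.72, or 0.11) behaved alike. Without those copies MER11C (8.18 ± 0.355 to 156 ± 2.66 RPM) went from 3.78 to -0.02, LTR2C from 1.79 to -0.09 and LTR76 from 2.64 to -0.29, and none of the 3 passed a test. MER9a1 rose from 1.57 ± 0.139 to 28.9 ± 0.73 RPM (3.73 ± 0.11) and held 2.02 without such copies. Of 354 families 108 rose and 91 fell, against 214 and 2 with mapped-read totals, where the median family log2FC was 0.47.

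In A2780 1087 of 2601 copies rose and 53 fell. LTR12C made up 750 of them out of 766 tested (750 over LTR12C alone), 69% of risen copies (95% interval 66.2 to 71.7; odds ratio 208). LTR12E was the other enriched name, at 13 of 15 tested (adjusted p = 0.0115). Risen LTR12C had a median log2FC of 8.15, or 6.32 at the bound, with 382 lacking a control read. The TNN intron copies rose 958-fold (0.391 ± 0.0334 to 402 ± 11.4 RPM) and 1148-fold (0.215 ± 0.155 to 260 ± 13.9), and chromosome 11 42902751–42904470 rose 2941-fold to 260 ± 4.41 RPM. LTR12C in LINC01091 rose 642-fold, in ENSG00000288735 1284-fold and in ENSG00000287544 1842-fold (log2FC 10.55 to 11.50 without 1 library). The LTR8A copy in ENSG00000287538 had 2 control reads and reached 258 ± 3.92 RPM, a ratio of 9895 (counting interval 2.74e+03 to 8.17e+04). MER11C at chromosome 10 67173874 had 3 control reads (ratio 3750, 1.28e+03 to 1.82e+04), MLT1H in ENSG00000254396 had 1 (ratio 5026, 902 to 1.99e+05) and MLT1A1 at chromosome 4 67425752 rose 17.3-fold to 87.1 ± 4.66 RPM. MER41B in ENSG00000235431 (4.96-fold lower), MLT1H2 in ENSG00000254394 (5.03-fold) and MLT1L in DPY19L1P1 (4.81-fold) fell. DESeq2 called 7 fallen, fits without 1 library called 15 to 39 fallen, and without 1 target library 722 copies rose. A fit of all libraries called many more fallen, as given further below. ERV9/LTR12 rose as a list, at 771 of 802 copies (camera adjusted p = 1.78e-93, adjusted p = 0.0184 with an estimated correlation). HERV-K (9 of 102), HERV-L/MLT2 (10 of 60), THE1/MST (50 of 215) and MLT1 (105 of 577) were below other copies (adjusted p = 2.18e-05, 0.00198, 0.000894 and 3.62e-08, or adjusted p = 0.0184, 0.0367, 0.0184 and 0.00734 with an estimated correlation), while their medians lay between -0.08 and -0.04, their means above 0 (1.24 for MLT1), and fry gave Up for all 10 lists. HERV-H/LTR7 (3 of 23), MER41 (7 of 27), HERV-E/LTR2 (3 of 16), HERV-W/LTR17 (4 of 7) and LTR10 (1 of 14) had no camera call.

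MCF7 cells tested the guide in a breast cancer line and had the largest LTR12C level. LTR12C rose from 75.3 ± 1.06 to 12312 ± 96.5 RPM (log2FC 6.80 ± 0.04), LTR12E from 1.2 ± 0.042 to 42.8 ± 0.959 (4.59 ± 0.10) and LTR12D from 4.38 ± 0.237 to 50.7 ± 0.916 (2.98 ± 0.07, or 1.83 without copies near risen LTR12C). LTR12 stood at 8.08 ± 0.612 and 12.4 ± 0.271 RPM (0.06, adjusted p = 0.52; 0.57, adjusted p = 2.19e-10, without copies near risen LTR12C; 0.62 with mapped-read totals), LTR12B had -0.08, or 0.48 with mapped-read totals, and LTR12_ had -0.17 (adjusted p = 0.0282), or 0.39. LTR12F fell from 7.70 ± 0.474 to 6.64 ± 1.06 RPM (-0.77 ± 0.10; -0.21 with mapped-read totals). LTR8A rose from 18.6 ± 1.16 to 673 ± 3.03 RPM (4.62, or 0.10 without copies near), THE1B from 94.9 ± 2.35 to 493 ± 7.27 (1.82, or 0.33) and LTR44 from 0.764 ± 0.317 to 84.9 ± 1.92 (6.20, or 0.32). MLT1A1 (2.09, or 0.24), LTR17 (3.82, or 0.27), LTR76 (3.76, or 0.12), LTR28 (3.34, or 0.01) and MER41D (3.20, or 0.31) shrank likewise. MER11C (12.7 ± 1.22 to 176 ± 2.74 RPM; 3.23 to -0.07), LTR2C (2.47 to -0.26) and MER4E (2.81 to -0.04) lost their rise, and of these only LTR2C passed a test without such copies. LTR26 rose from 3.85 ± 0.487 to 50.1 ± 2.19 RPM (3.13 ± 0.08) and kept 2.84. Of 363 families 137 rose and 156 fell, and 28 fell with mapped-read totals, where the median family log2FC was 0.41.

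Copies in MCF7 numbered 1393 risen and 109 fallen of 4126 tested. LTR12C made up 687 of 711 tested (687 over LTR12C alone), 49.3% of risen copies (95% interval 46.7 to 52; odds ratio 110), and LTR12E rose at 12 of 12 (adjusted p = 0.000102). Risen LTR12C had a median log2FC of 9.19, or 6.85 at the bound, with 406 lacking a control read. The copy at chromosome 2 124441166–124443947 had 1 control read and reached 107 ± 4.15 RPM, a ratio of 7517 (counting interval 1.35e+03 to 2.97e+05). LTR12C in ART3 (19.2 ± 0.0896 RPM, ratio 1353, 242 to 5.35e+04), in ENSG00000228509 (34.5 ± 0.617, ratio 2432, 436 to 9.61e+04) and at X 142058847–142060487 (21.5 ± 0.955, ratio 1516, 272 to 5.99e+04) also had 1 control read, and 1 in ENSG00000233290 had none and rose at least 446-fold. A copy 1578 bp from RAE1 rose 208-fold. LTR6B at chromosome 2 124448573, 4626 bp from a risen LTR12C, rose at least 500-fold, MER34A in LINC01885 at least 833-fold, MSTC in ENSG00000230392 at least 761-fold and MER21A at X 49926260 had 1 control read and a ratio of 2587 (464 to 1.02e+05). LTR16C in MYO5B (fitted 12-fold lower), LTR40b near ZNRD2 (2.68-fold) and MER101 in ENSG00000259560 (fitted 11.3-fold) fell. LTR16C had 1 target read against 19 control reads and MER101 1 against 18, so their folds are uncertain. Without 1 target library 831 to 846 copies rose and 36 to 47 fell. DESeq2 called 17 fallen and mapped-read totals 263, which took the risen share of changed copies from 92.7 to 83.9%. The median log2FC of all copies moved by -0.27 in MCF7 and by 0.15 in HCT116 under mapped-read totals. ERV9/LTR12 rose as a list, at 709 of 764 copies (camera adjusted p = 6.46e-69, adjusted p = 0.0438 with an estimated correlation). HERV-K (15 of 150) and MLT1 (225 of 1080) were below other copies (adjusted p = 0.00115 each, or adjusted p = 0.0438 with an estimated correlation), LTR10 (2 of 28; 0.0231) lost its call there (adjusted p = 0.217). MLT1 had 222 risen over the list alone, a median of 0.04 and a mean of 1.64, and HERV-K -0.01 and 0.75, and fry gave Up for all 10 lists. HERV-H/LTR7 (9 of 34), MER41 (9 of 48), HERV-E/LTR2 (3 of 33), HERV-W/LTR17 (4 of 11), HERV-L/MLT2 (32 of 125; 31 over the list alone) and THE1/MST (120 of 461) had no camera call.

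Effects in the cancer lines were next set against HEK293T in shared models. GFP-positive cells were sorted in the cancer lines and not in HEK293T, so line and sorting cannot be told apart in these differences. The LTR12C family effect was larger by 0.61 ± 0.05 log2 units in HCT116 (adjusted p = 1.05e-15), 1.18 ± 0.03 in A2780 (adjusted p = 3.79e-211) and 1.91 ± 0.04 in MCF7 (adjusted p = 8.16e-62). Larger effects were called on 50 of 810 LTR12C copies in HCT116, 56 of 878 in A2780 and 68 of 757 in MCF7, and smaller ones on 17, 16 and 11. The larger LTR12C calls numbered 27 to 49 in HCT116 when 1 library was left out, and DESeq2 gave 100 in A2780 and 259 in MCF7. Among larger effects, the WARS2-AS1 exon copy of LTR12C had the lowest p in all 3 lines, though other named copies differed by more. It went from 3.30 ± 0.175 to 9.62 ± 0.747 RPM in HEK293T, 0.659 ± 0.11 to 9.21 ± 0.958 in HCT116, 0.649 ± 0.292 to 106 ± 1.7 in A2780 and 0.961 ± 0.177 to 51.1 ± 0.93 in MCF7 (log2 differences 2.17 ± 0.23, 4.94 ± 0.20 and 3.56 ± 0.19). LTR12C in DPY19L2P2 (3.37 ± 0.35 in HCT116, 4.62 in A2780), LINC02506 (4.42 ± 0.54 and 5.04) and KNTC1 (2.45 ± 0.26 in HCT116) also had larger effects, as did those in ZFAND2B (5.69), MARCHF6 (3.42) and near ADAMTS6 (6.80) in MCF7. The ADAMTS6 copy stood at 0.0149 RPM in MCF7 controls, so its 6.80 rests on almost no control reads. Control levels were also very low for ZFAND2B in MCF7 (0.0298 RPM) and DPY19L2P2 in A2780 (0.0384). The same held for LINC02506 in HCT116 (0.033) and A2780 (0.0259). In HCT116 the LINC02506 target level (3.89 RPM) lay below that in HEK293T (4.46). The CHM exon copy had smaller effects, at 0.746 ± 0.0721 and 25.3 ± 0.692 RPM in HEK293T against 0.678 ± 0.224 and 2.37 ± 0.316 in HCT116 (-3.31 ± 0.31), and -3.33 in A2780. In HCT116 LTR12C (-2.78) and LTR76 (-2.11) in THEM4 and LTR12C in ENSG00000228793 (-3.32) were smaller, and in A2780 LTR12C at X 113512787 (-7.29 ± 0.46) and MER11B at X 113410189 (-8.87) were, with TRIM25 MER21C at -1.24 ± 0.14. LTR12C and LTR76 in THEM4 had higher target levels in HCT116 (16.3 and 29.5 RPM) than in HEK293T (13.2 and 20.3). The LTR12C copy at X 113512787 had 0.00899 RPM in HEK293T controls, and its target level was higher in A2780 (15.1 RPM) than in HEK293T (2.98). MER11B had 0 RPM in HEK293T controls. Both differences rest on almost no HEK293T control reads and carry no bound or counting interval. Lower calls of all families numbered 290 in A2780 and 414 in MCF7. Those in MCF7 included LTR48B at chromosome 6 27106003 (-1.10 ± 0.07), MER21C (-1.15), MLT1D in ANKRD54 (-1.06) and LTR89 in an exon of RANBP6 (-1.08). These lower calls were not stable, with 21 and 5 under RLE, 17 and 19 under mapped-read totals, and 17 to 126 in A2780 and 81 to 316 in MCF7 when 1 library was left out.

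Overlap across lines asked how general the HEK293T response was. Of the 450 LTR12C copies risen with VP64 in HEK293T, 435 (96.7%) also rose in at least 1 cancer line and 345 (76.7%) in all 3. By line, 380 rose in HCT116 (373 expected among copies tested in both), 421 in A2780 (412 expected) and 396 in MCF7 (382 expected). Of HEK293T-risen copies tested in each line, 380 of 380 rose in HCT116, 421 of 422 in A2780 and 396 of 396 in MCF7. Copies outside these shares thus mostly had too few reads to be tested there. A copy with few control reads was tested only if it rose, so these rates do not show how many copies can respond. In total 927 LTR12C copies (35.7% of the table) rose in at least 1 of the 4 lines. All 3 cancer lines raised 488 LTR12C copies, of which 143 were not called in HEK293T, 136 of them for too few reads to be tested.

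Guide sites were used to ask whether the response followed the match between guide and LTR12C copy. A perfect site was present in 499 LTR12C copies (19.2%) and a best site with 1 mismatch in 1023 (39.3%), while 280 copies (10.8%) had none of up to 4 mismatches. With VP64 in HEK293T 36.9% of LTR12C copies with a perfect site rose, 23.3% with 1 mismatch, 4.14% with 2 and 2.14% without a site. Perfect-site copies rose at 53.3% in HCT116, 64.9% in A2780 and 56.7% in MCF7, against 6.21, 4.76 and 6.83% with 2 mismatches. For p300 the shares were 5.01, 3.81 and 1.24% at 0, 1 and 2 mismatches, and for 5-aza-CdR, which uses no guide, 4.41, 4.59 and 3.52%. At 3 and 4 mismatches and without a site, both treatments had shares of 0.621, 0 and 1.07%. The share thus also fell beyond 2 mismatches without a guide, so low shares there cannot be put down to guide match alone. In RPM the HEK293T VP64 ratio was 45.8 for perfect-site LTR12C and 42.4, 5.00, 1.5 and 2.48 with 1, 2, 3 and 4 mismatches, and 6.17 for LTR12C without a site. The ratio of LTR12C without a site also exceeded that with 2 mismatches in HCT116 (12.1 and 7.62), A2780 (16.2 and 12.4) and MCF7 (37.6 and 7.80), and in A2780 copies with 1 mismatch (219) exceeded perfect-site ones (111). Other LTR12-lineage copies were counted among tested copies only, unlike the LTR12C shares above. With a site of up to 1 mismatch, 4 of 7 tested copies rose in HEK293T and 10 of 11 in HCT116. In A2780 12 of 12 rose and in MCF7 13 of 13. Without such a site 6 of 35, 4 of 29, 9 of 24 and 9 of 40 tested copies rose. A copy with few control reads was tested only if it rose, so these rates do not show how many matched copies respond.

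**Figure D4:**
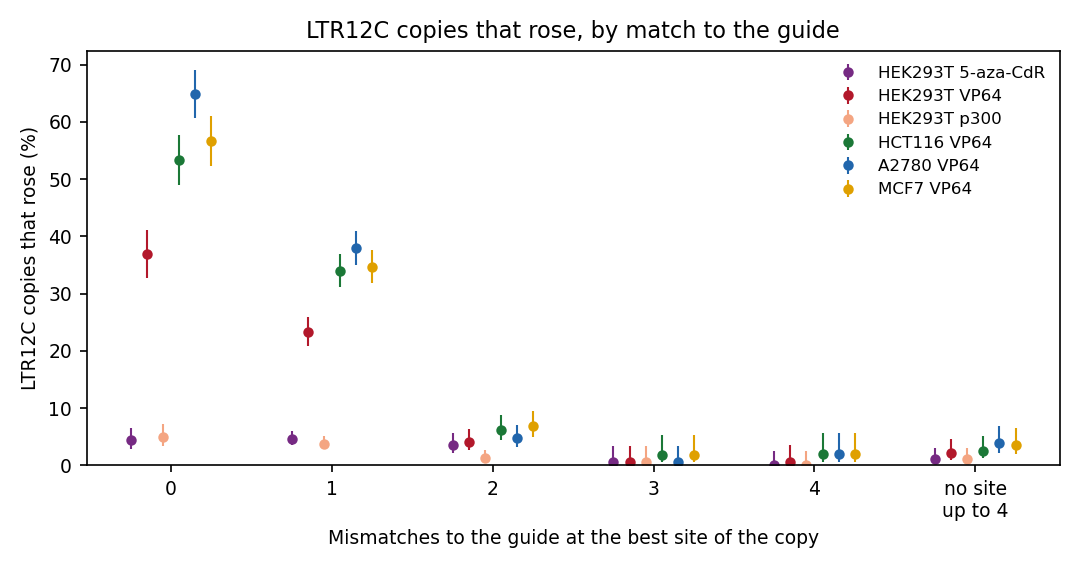
Percent of LTR12C copies that rose, by mismatches of the best guide site (0 to 4, or none), for each contrast; points are shares of all LTR12C copies in the class with 95% intervals. With VP64 in HEK293T the share went from 36.9% at 0 mismatches to 4.14% at 2.

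Positions were used to ask where risen copies of other families lay. With VP64 in HEK293T 231 of 350 risen copies of other families (66%) lay within 50 kb of a risen LTR12C, against 1.74% of copies that did not rise, and 40 against 0.409% within 10 kb. The 50-kb shares were 74.6 against 3.24% in HCT116, 76.9 against 3.07% in A2780, 72.2 against 2.36% in MCF7 and 60 against 0.619% for p300. For 5-aza-CdR 11 of 151 copies (7.29%) lay that close, against 0.640% of copies that did not rise. These neighbours, such as the MER4E pair at X 81991829, the THEM4 copy of LTR76 and the LTR8A copy in ENSG00000287538, lay downstream in the sense of the LTR12C copy in 226 of 231 cases with VP64 in HEK293T (97.8%). Downstream shares were 99.6% in HCT116, 99.2% in A2780 and 96.1% in MCF7, against 52.9% of nearby HEK293T copies that did not rise. Of 166 risen intergenic copies in HEK293T 72.3% lay downstream within 50 kb. Farther than 50 kb lay 119 risen copies in HEK293T, 79 in HCT116, 78 in A2780 and 196 in MCF7.

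**Figure D5:**
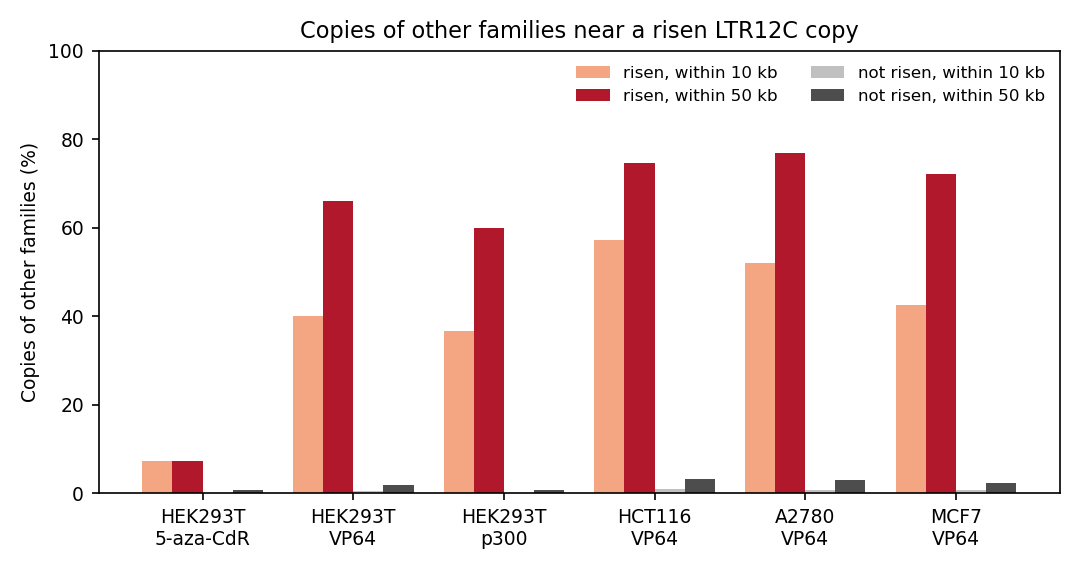
Percent of copies of other LTR families lying near a risen LTR12C copy, for copies that rose and copies that did not, by contrast and distance (10 or 50 kb); bars are shares of copies. Within 50 kb this held for 66% of risen copies and 1.74% of others with VP64 in HEK293T.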

Values the study reported

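For HEK293T the article gives 1,170 LTR copies activated with VP64, LTR12C being 52% of them. With p300 it gives 133 activated copies, of which LTR12C formed 68%. Among 610 LTR12C copies activated in HEK293T, 602 (98.7%) were also activated in 1 or more of the cancer lines, and 482 (79.0%) in every one. Guide number 15 was chosen from 21 candidates. According to the article it fits 24% of LTR12C copies perfectly, and 64% with a single mismatch allowed. More than 90% of further intergenic LTRs that went up are placed directly behind an activated LTR12C copy.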

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

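The tests of guide mismatch, library scaling, LTR12D and LTR12 in the non-target p300 libraries, of LTR12C reads gained in MCF7, and of host genes with fallen copies counted among the other copies, and the look at which libraries the splits moved, were chosen only after the result was seen. The values in this part were picked out because an effect differed between 2 settings of the experiment. VP64 against p300 in HEK293T gave a LTR12C log2 difference of 3.49, with 324 copies higher and 14 lower. Against HEK293T, HCT116 gave 0.61 with 68 higher and 26 lower, A2780 gave 1.18 with 64 and 290, and MCF7 gave 1.91 with 93 and 414. Since only the cancer lines were sorted, line and sorting cannot be told apart there.

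Regrouping the libraries, with 40 splits drawn per interaction, could not decide whether chance can be excluded for these numbers. Every split that moved 1 or 2 libraries among both controls and targets mixed lines or constructs within groups and gave 0 copies. All counts above 0 came from splits that kept 1 side unmixed or exchanged all 3 targets, and such splits carry the difference between lines or constructs. The real and highest other counts were 338 and 202 (VP64 against p300), 94 and 11 (HCT116), 354 and 3398 (A2780), and 507 and 681 (MCF7), with 1, 1, 2 and 4 splits as large. The 3398 came from keeping the controls and exchanging all 3 targets, the 681 from exchanging 3 targets and 1 control, and the former points to a structure of the samples. Within contrasts only 10 splits exist, too few for a share under 0.05. There the real split was the only 1 as large in each case, at 358, 820, 107, 1038, 1140 and 1502 changed copies and 111, 134, 8, 160, 199 and 293 changed families (5-aza-CdR, VP64, p300, HCT116, A2780, MCF7), and the highest other was 0 each time.

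LTR12C in the non-target p300 libraries stood 1.98 times above non-target VP64. Carry-over from target libraries would spread like their effect, and the planned ratios of 1.44 (0.911 to 2.21) for VP64 and 1.15 (0.511 to 2.5) for p300 left this open. Parting copies by guide mismatch gave 15.6 (6.33 to 29) and 2.25 (1.85 to 2.86) where carry-over predicts about 1. LTR12D stood at 2.24 (2.09 to 2.45) times its target VP64 level, where VP64 carry-over predicts under 1. The excess as a share of the p300 target excess was 3.12 (2.72 to 3.65) times as large for LTR12 as for LTR12C, where p300 carry-over predicts about 1. Neither source alone accounts for the excess, and a partial share beside another cause was not tested. Scaling is excluded, as other LTR reads had a ratio of 1.03. Whether the p300 construct acted without a matching guide on LTR12C copies already transcribed cannot be told apart from other causes, with 85.2% (79.8 to 89.2) of the excess on copies with PBS reads against 80% of the VP64 effect.

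Copies of other families fell in MCF7 and after 5-aza-CdR, and a fall of host gene transcripts would lower other copies in the same genes. After 5-aza-CdR these had a median log2FC of -0.80 (-0.94 to -0.71) over 45 copies, as that cause predicts, though 12 of these were themselves called fallen. It leaves other fallen copies open, as 46.1% of them lay in protein-coding genes against 66.3% of unchanged copies. In MCF7 the median was -0.20 (-0.30 to 0.01) over 70 copies, which leaves it open there. LTR12C reads gained in MCF7 were 1.22% of mapped reads, too few to displace other reads.

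Copies of other families also rose more than 50 kb from any risen LTR12C. A guide site nearby was 6.47, 10.1, 14.5 and 8.54 times as frequent as at copies that did not rise (HEK293T, HCT116, A2780, MCF7), but only 13.4, 29.1, 32.1 and 17.3% of them had one, and the ratio was 5.09 after 5-aza-CdR, which uses no guide. Transcripts reaching over 50 kb would place copies downstream, and 93.3, 90.0, 95.8 and 93.0% of those with a risen LTR12C within 500 kb were, against 46.5, 51.6, 56 and 45.8% of copies that did not rise. Both causes predicted these values, and neither was separated from the other.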

How the results depend on the processing

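Using non-target VP64 libraries as p300 controls, and all LTR12C copies for the starting level, were tests chosen only after the result was seen, and the other settings were planned. Counts of fallen copies and fallen families, and of lower effects in A2780 and MCF7, moved most. LTR12C stayed enriched among risen copies in every setting. Where a setting moved a value, the cause was not tested. Values below are given as first value to alternative, or as the alternative alone where the results print the first.

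DESeq2: fallen copies 117 to 60 (5-aza-CdR), 20 to 1 (HEK293T VP64), 3 to 0 (p300), 71 to 9 (HCT116), 53 to 7 (A2780) and 109 to 17 (MCF7). Families: 52 to 23 risen and 59 to 35 fallen (5-aza-CdR), 57 to 27 fallen (HEK293T VP64). VP64 against p300: 14 to 2 lower. A2780 against HEK293T: 64 to 116 higher, 290 to 16 lower, LTR12C 56 to 100 higher. MCF7 against HEK293T: 93 to 465 higher, 414 to 8 lower, LTR12C 68 to 259 higher. RLE: lower effects 290 to 21 (A2780) and 414 to 5 (MCF7).

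All libraries in 1 fit: risen 241 to 673 and LTR12C 90 to 319 (5-aza-CdR), 800 to 1419 and 450 to 816 (HEK293T VP64), 104 to 239 and 74 to 154 with 3 to 1 fallen (p300), 967 to 1468 with 71 to 467 fallen (HCT116), fallen 53 to 930 (A2780) and 109 to 1248 (MCF7).

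Count minimum 30, risen, fallen and LTR12C: 55, 24 and 26 (5-aza-CdR), 357, 1 and 220 (HEK293T VP64), 43, 0 and 30 (p300); HCT116 523 risen with 397 LTR12C, A2780 600, 5 and 464, MCF7 819 risen and 37 fallen. No count filter: 403, 251 and 179 (5-aza-CdR), 1691, 10 and 837 (HEK293T VP64), 1977, 36 and 1069 (HCT116), 2228, 21 and 1237 (A2780), 2950, 39 and 1221 (MCF7). Its interactions, higher, lower and LTR12C higher: HCT116 24, 12 and 21, A2780 37, 16 and 32, MCF7 52, 1 and 43, and VP64 against p300 0 lower. No fold threshold, fallen: 275, 54, 7, 155 and 104 (5-aza-CdR, HEK293T VP64, p300, HCT116, A2780). Study thresholds, fallen: 3 to 5 (p300) and 109 to 186 (MCF7).

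Mapped-read totals: families risen and fallen 203 and 15 (5-aza-CdR), 206 and 0 (HEK293T VP64), 224 and 1 (HCT116), 214 and 2 (A2780), and 28 fallen (MCF7). Copies fallen 1 (p300), 36 (HCT116), 33 (A2780), 263 (MCF7). Lower effects 17 (A2780) and 19 (MCF7). Signs turned for LTR12F in HEK293T VP64 (-0.22 to 0.0297), LTR12 (-0.46 to 0.0579) and LTR12_ (-0.07 to 0.44) in HCT116, LTR12 (-0.00 to 0.47) and LTR12F (-0.35 to 0.12) in A2780, LTR12_ (-0.17 to 0.39) and LTR12B (-0.08 to 0.48) in MCF7. Calls were gained for LTR12D (0.16 to 0.68) and LTR12B (0.10 to 0.62) in HCT116, LTR12B in A2780 (0.0983 to 0.58) and LTR12 in MCF7 (0.0619 to 0.62). Signs also turned, with no call in either setting, for LTR12B after 5-aza-CdR (-0.19 to 0.0974), LTR12 in HEK293T VP64 (-0.0882 to 0.17) and LTR12F in HCT116 (-0.23 to 0.29).

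Without risen copies near a risen LTR12C: families risen and fallen 33 and 24 (HEK293T VP64), 45 and 33 (HCT116), 55 and 36 (A2780), 81 and 71 (MCF7), and 5 risen (p300). The copies left out were picked for their rise, which lowers the rest, and among turned signs only LTR8A, LTR7 and MER21A in HCT116 and LTR12_ and LTR2C in MCF7 passed a test. Signs turned for LTR76 to -0.14, MER41D to -0.0308 and LTR8A to -0.0142 (HEK293T VP64), MER4E to -0.0656 (p300), MER4E to -0.0162, LTR8A to -0.22, LTR76 to -0.22, MER4E1 to -0.19, LTR7 to -0.57, LTR60 to -0.17, LTR17 to -0.22 and MER21A to -0.27 (HCT116), MER11C to -0.0189, LTR2C to -0.0933 and LTR76 to -0.29 (A2780), and LTR12_ to 0.22, MER11C to -0.0698, LTR2C to -0.26 and MER4E to -0.0398 (MCF7). LTR12 gained a call in MCF7 (0.0619 to 0.57).

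Lists: camera with an estimated correlation took lists down after 5-aza-CdR from 1 to 0. Fry took lists up from 1 to 2, 10, 3, 9, 10 and 10 in contrast order, and lists down from 1 to 2 (5-aza-CdR), 2 to 0 (HEK293T VP64), 6 to 0 (HCT116), 4 to 0 (A2780) and 3 to 0 (MCF7). Non-target VP64 libraries as controls: p300 157 risen and 33 fallen, families 29 and 19, with calls gained for LTR12 (0.12 to 1.49), LTR12_ (0.14 to 0.65) and LTR12E (0.11 to 0.55). Over all LTR12C copies the log2 difference in starting level between risen and other copies changed sign, from -5.05 to 4.59 (HEK293T VP64), -3.39 to 6.44 (p300) and -3.20 to 6.66 (5-aza-CdR). Without a count filter 99.2% of HEK293T LTR12C overlapped at least 1 line and 86.3% all 3.

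Replicate numbers did not pair samples, as same-number correlations between control and target ran from -0.018 to 0.110. A replicate block took p300 fallen copies from 3 to 0, gave LTR12F in HCT116 a call (-0.23 to -0.28) and moved no other count past 1.5 times.

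Leaving out 1 library gave fallen 15 to 39 and risen 722 to 1476 in A2780 (targets 15, 20 and 29 fallen, non-target replicate 3 35, target replicate 1 722 risen) and fallen 45 to 74 in HCT116 (target replicate 1 45). HEK293T VP64 fallen ran 20 to 38 (non-target replicates 36, 32 and 38), p300 fallen 1 to 6 (target replicate 3 and non-target replicate 1 6, non-target replicate 2 1), and MCF7 fallen 36 to 103 (targets 42, 47 and 36) and risen 831 to 1920 (targets 831, 844 and 846). VP64 against p300 lower ran 11 to 22 (p300 target replicates 1 and 2 22). A2780 lower ran 17 to 126 (every library). In HCT116 against HEK293T LTR12C higher ran 27 to 49, higher 32 to 67 and lower 20 to 79 (each non-target library of both lines). In MCF7 higher ran 61 to 85 (non-target replicate 3 61) and lower 81 to 316 (non-target libraries of both lines, MCF7 targets 1 and 3 257 and 268). Family calls were gained for LTR12B after 5-aza-CdR (PBS replicate 1, -0.19 to -0.30) and in HCT116 for LTR12D (target replicate 2, 0.16 to 0.21) and LTR12F (target replicate 3, -0.23 to -0.60). Families ran 34 to 46 risen after 5-aza-CdR (PBS replicate 2 34), 34 to 50 fallen in HEK293T VP64 (non-target replicate 2 34) and 0 to 1 fallen with p300 (non-target replicate 2 1). The LTR12C overlap in at least 1 line ran from 94.3% (HEK293T non-target replicate 2) to 98.7% (A2780 non-target replicate 1), and in all 3 from 66% (MCF7 target replicate 2) to 80.7% (HEK293T target replicate 3). The LTR12C share of risen copies ran beyond its binomial interval in MCF7 (46.5 to 56.1%), A2780 (64.4 to 76.3%) and HCT116 (63.3 to 71.9%). In the HEK293T contrasts it stayed inside.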

Other observations

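Comparing non-target VP64 with PBS was chosen only after the result was seen, and the counts of guide sites were planned. LTR12E rose as a family in every VP64 contrast, with 4 of 7 tested copies risen in HEK293T, 9 of 11 in HCT116, 13 of 15 in A2780 and 12 of 12 in MCF7. Among named families of the VP64 contrasts, LTR26 in MCF7 and MER9a1 in A2780 were the ones outside the lineage that kept more than a 2-fold rise without copies near a risen LTR12C, at log2FC 2.84 and 2.02. Perfect guide sites numbered 521 on the table chromosomes, 514 in LTR12C and 7 in other LTR12 names, and sites with 1 mismatch 1710, of which 1685 lay in LTR12C and 25 in other LTR12 names.

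HEK293T control groups differed from each other. Non-target VP64 against PBS gave 248 risen and 207 fallen copies, with LTR12C as a family at log2FC -0.30 ± 0.03 under TMM scaling, while its reads-per-million of mapped reads went the other way, 57.9 against 51.4 with PBS.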
